# Gene expression changes following extinction testing in a heroin behavioral incubation model

**DOI:** 10.1186/1471-2202-10-95

**Published:** 2009-08-07

**Authors:** Kara L Kuntz-Melcavage, Robert M Brucklacher, Patricia S Grigson, Willard M Freeman, Kent E Vrana

## Abstract

**Background:**

A number of gene expression studies have investigated changes induced by drug exposure, but few reports describe changes that persist following relapse. In this study, genome-wide analysis of gene expression was conducted following an extinction session (90 min) in rats that expressed behavioral incubation of heroin-seeking and goal-directed behavior. As an important modulator of goal-directed behavior, the medial prefrontal cortex (mPFC) was the target of genomic analysis. Rats were trained to self-administer heroin during 3 h daily sessions for 14 d. Following the self-administration period, rats were reintroduced to the self-administration chambers for a 90-minute extinction session in which they could seek heroin, but received none. Extinction sessions were conducted on groups after either 1 d or 14 d of drug-free enforced abstinence to demonstrate behavioral incubation.

**Results:**

Behavioral data demonstrated incubation (increased expression) of heroin-seeking and goal-directed behavior after the 14 d abstinent period. That is, following 14 d of enforced abstinence, animals displayed heightened drug-seeking behavior when returned to the environment where they had previously received heroin. This increased drug-seeking took place despite the fact that they received no drug during this extinction session. Whole genome gene expression analysis was performed and results were confirmed by quantitative real-time PCR (RT-qPCR). Microarrays identified 66 genes whose expression was identified as changed by at least 1.4 fold (p < 0.02) following 14 d of abstinence and the 90-minute extinction session compared to the saline treated controls. Orthogonal confirmation by RT-qPCR demonstrated significant alterations in *bdnf*, *calb1*, *dusp5*, *dusp6*, *egr1*, *npy*, *rgs2*.

**Conclusion:**

Ontological analysis indicates that several of the genes confirmed to be changed are important for neuroplasticity, and through that role may impact learning and behavior. The importance of drug-seeking behavior and memory of previous drug-taking sessions suggest that such genes may be important for relapse. The global gene expression analysis adds to the knowledge of heroin-induced changes and further highlights similarities between heroin and other drugs of abuse.

## Background

The challenge for drug abuse treatment is maintaining abstinence despite a high propensity for abstinent patients to relapse to drug use. Although heroin has been abused for centuries, effective long-term preventions for heroin-relapse are still needed. Physiological and gene expression changes that may increase an individual's likelihood to relapse are known to exist well into a period of abstinence [1-5]. Therefore, relapse to drug use is currently being investigated on both the molecular and behavioral levels [6-10]. These studies have been aided by advances in systems biology tools, including large-scale discovery techniques such as microarrays and proteomics. These approaches are useful for discovering novel targets affected by drug abuse and examining hypotheses concerning categories of genes that are affected by drug use [11,12]. As data on gene expression following relapse accumulates, the existence of a single "relapse gene" is becoming increasingly unlikely. Therefore, macroscopic views of gene expression (pattern identification) will prove very useful for guiding research into behavioral phenomena.

Neurobiological, environmental, cue, and stress mechanisms have all been implicated in relapse to drug use. The intense craving and motivation to seek drug, reported by humans during withdrawal from drug use, is challenging to model in animals, but the need for a relapse model continues to motivate the design of new behavioral procedures. Incubation is a behavioral phenomenon that is characterized by increased drug seeking following increasing periods of abstinence after the last self-administration session [13]. Increased drug-seeking has been inferred to represent the craving that drives humans to relapse [2,14,15].

The prefrontal cortex is important for decision making and guiding behavior [16], and the medial prefrontal cortex (mPFC) is known to be especially important for goal-directed behaviors [17,18]. Because of its role in guiding goal-directed, drug-seeking behaviors, understanding the gene expression changes in this region following a period of abstinence from drug self-administration will be useful for understanding the neurobiological basis to relapse following a period of drug self-administration. Additionally, the ventral mPFC is believed to play an essential role for expression of incubation of cocaine-seeking [19] and reinstatement of cocaine-seeking [20].

In this study, we performed a whole genome analysis of gene expression in the medial prefrontal cortex of rats that displayed incubation of goal-directed behavior following 2 weeks of heroin self-administration and 2 weeks of home-cage enforced abstinence. After the abstinence period, rats (drug-naïve control animals and heroin self-administering test subjects) were reintroduced to the testing chambers for a 90-minute extinction session during which behavioral responses were recorded. This extinction session served not only to provide an opportunity to observe behavioral incubation, but also mimicked a real-life situation in which environmental cues precipitate relapse behavior following an extended period of abstinence. Following this experience of re-exposure to drug-associated context and cues, RNA was isolated from the mPFC for whole genome microarray and qPCR analyses. Ontological analyses revealed that many of the genes identified to be changed have the potential to be key components to neuroadaptations that exist at the time of relapse.

## Methods

### Heroin self-administration

The self-administration and extinction procedures have been previously described [21,22]. Briefly, rats that self-administered heroin displayed incubation of heroin-seeking when tested in a 90-minute extinction session that occurred after 2 weeks of enforced abstinence (see Figure 1). As described in previous work, all rats (those destined for either 1 day or 14 days of abstinence) initially underwent a habituation procedure during which they received water on a spout in the self-administration chambers. Following habituation, the rats self-administered heroin (0.06 mg/0.2 ml infusion via an in-dwelling jugular catheter) by licking the previously water-associated spout during 3 hour sessions that occurred on 14 consecutive days. Spout-licking has been the operant behavior in previous drug self-administration studies [23-25]. Two empty spouts, termed "active" and "inactive" were present in the self-administration chambers (to demonstrate that the rats focus on a goal - the heroin-associated "active" spout). A fixed ratio 10 (FR10) schedule of reinforcement existed, under which 10 consecutive responses on the active spout produced an automated injection of heroin. Self-administering rats were yoked to rats that received infusions of saline. That is, the control group was a separate set of animals that were treated exactly the same, but never received heroin (they received injections of saline anytime their matched animal received heroin).

**Figure 1:**
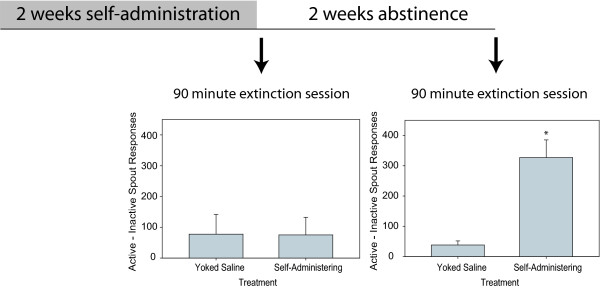
**Behavioral experimental timeline and extinction responding results**. Rats self-administered heroin for 2 weeks followed by a 90 minute extinction session that occurred either 1 day or 14 days after the final self-administration. session. Goal-directed behavior was recorded during the extinction sessions. Data represent means ± SEM. * p < 0.001.

The 14 days of heroin self-administration were followed by a 90-minute extinction session (in the same environment in which they had previously received heroin) that occurred following either 1 day or 14 days of drug-free enforced abstinence after the final self-administration session. During the extinction session, responses on active and inactive spouts were recorded, but no drug was administered. Immediately after the extinction sessions, the rats were sacrificed and brain regions were harvested. All studies were conducted in accordance with The Pennsylvania State University Institutional Animal Care and Use Committee (Protocol #2006-045), strictly adhering to the Guidelines for the Care and Use of Mammals in Neuroscience and Behavioral Research. National Research Council, 2003 National Research Council, *Guidelines for the care and use of mammals in neuroscience and behavioral research *(2003)

### Dissection and RNA isolation

#### Sacrifice and tissue dissection

Immediately following the 90-minute extinction session, all rats were sedated using Propofol (10 mg/kg, i.v.) and decapitated within 10 minutes. Brains were rapidly removed from skulls, placed in pre-chilled phosphate buffered saline (PBS) and then sectioned in an ice-chilled ASI brain slicer (ASI Instruments, Warren MI). The section from Bregma +4.4 to 2.4 mm was cut along the forceps minor (anterior to the corpus collosum) and the cortex medial to this cut was collected. This includes the cingulate (area Cg1), prelimbic cortex, infralimbic cortex, and medial orbital cortex. Following dissection, the tissue was placed in prechilled tubes, immediately frozen on dry ice, and then stored at -80°C.

#### RNA isolation

Total cellular RNA was isolated using Tri Reagent (Molecular Research Center Inc., Cincinnati, OH) [26]. Isolated RNA was further purified using an RNeasy Mini Kit for RNA clean-up (QIAGEN Sciences, Maryland). RNA quantity and quality were assessed using the RNA 6000 Nano Assay with an Agilent 2100 Bioanalyzer (Agilent, Palo Alto, CA).

### Microarray analysis

Microarray analyses were performed on samples from rats that experienced 14 d of abstinence prior to an extinction session. Studies were performed by the Penn State College of Medicine Functional Genomics Core Facility on 12 arrays (n = 6 per treatment group: 14 d abstinent self-administering and yoked saline) according to standard procedures [27]. Following the manufacturer's protocol of the Low Input Fluorescent Linear Amplification Kit (Agilent, Santa Clara, CA), 500 ng RNA with the addition of One-Color Spike Mix was denatured and incubated with T7 Promoter primer. Synthesis of cDNA followed with the addition of First-Strand buffer, DTT, dNTP mix, MMLV-RT and RNase Out and incubation at 40°C for 2 hours. Transcription of the product incorporated the Cyanine 3-CTP in the Master Mix which includes Transcription buffer, DTT, NTPs, PEG, RNase Out, pyrophosphatases and T7 RNA Polymerase, with incubation for 2 hours at 40°C. The resulting cRNA was purified using RNEasy columns (Qiagen) followed by assessment of purity, concentration and quality using a NanoDrop ND-1000 (NanoDrop Technologies, Wilmington, DE 19810) through calculated yield and Specific Activity. 1.65 μg from each sample was fragmented, denatured, and then hybridized to Agilent 4 × 44 rat whole genome microarray slides for 17 hours at 65°C. Slides were then washed according to protocol.

Microarrays were scanned with an Axon 4000B scanner with GenePix4 v4.0 software at a 5 μm resolution and 635 nm with laser power at 100%, PMT voltage at 600 V, focus position 0 μm, and lines to average = 1. Images were then imported into Agilent Feature Extraction Software. Initial quality control (positive and negative controls), exclusion of manufacturing defects (MSR spots), background subtraction was then performed and the results exported to GeneSpring GX 7.3 (Agilent Technologies). All primary array data have been deposited to Gene Expression Omnibus (accession number GSE13166).

### Microarray Data Analysis

Microarray data were normalized following import into GeneSpring GX 7.3 (Agilent Technologies) by transforming signal values less than 5.0 to an intensity of 5.0. Normalization was done per chip to the 50^th ^percentile, and per gene to the median. Values were then normalized on a per gene basis to the control group. Potential differential expression was determined with a one-way ANOVA (variances not assumed to be equal), p < 0.02 and filtered for 1.4 fold and greater differences in expression in accordance with standards for microarray analysis [28]. The use of a combination of statistical and fold-change cutoffs as opposed to traditional multiple testing corrections (*e.g*., Bonferroni) produce gene lists with the lowest rate of type I and type II errors [29]. 1.4-fold was chosen as the fold-change cutoff, as this magnitude change is at the lower range of changes we find to be confirmable by RT-qPCR. Array Data for the complete list of 66 genes that were identified to have changed expression at the p < 0.02 level of significance is included in Additional File 1. Also included are fold-changes in expression, accession numbers, and probe identification information.

### RT-qPCR analysis of gene expression

Complimentary DNA synthesis was performed on total RNA (n = 8 per treatment group: 1 d abstinent self-administering, 1 d abstinent yoked saline, 14 d abstinent self-administering and 14 d abstinent yoked saline) using Superscript III Reverse Transcriptase (Invitrogen, Carlsbad, CA). The RNA used for RT-qPCR was an aliquot from the same samples used to generate microarray probes. Comparisons at both 1 d of abstinence and 14 d of abstinence were made to gain insights into whether the expression changes observed after 14 d of abstinence had existed immediately after drug use and persisted during extended abstinence or had emerged during extended abstinence. One μg RNA, 500 ng Oligo (dT), and 10 mM each dNTP, were incubated for 5 minutes at 65°C and then chilled on ice for 2 minutes. 5× First Strand Buffer (250 mM Tris-HCL (pH8.3), 375 mM KCL, and 15 mM MgCl_2_), 5 mM DTT (final concentration), 40 U RNaseOut, and 200 U Superscript III RT were then added. The 20 μl reaction was incubated for 60 minutes at 50°C followed by a final incubation at 70°C for 15 minutes for termination. The resulting cDNA product was quantified and 20 ng of product was used in each subsequent qPCR reaction.

Quantitative PCR was carried out on a real-time detection instrument (ABI 7900HT Sequence Detection System) in 384-well optical plates using TaqMan Universal PCR Master Mix and Assay on Demand primers and probes (Applied Biosystems, Foster City, CA) as described previously [27,30]. Primer/probe sets used are listed in Table 1. SDS 2.2.2 software and the 2^-ΔΔCt ^analysis method [31] were used to quantitate relative amounts using β-actin as an endogenous control.

**Table 1:** List of genes examined in this study.

Abbreviation	Gene Name	Accession #	Assay ID
BDNF	Brain derived neurotropic factor	NM_012513	Rn02531967_s1
Ctnnb1	Catenin, beta 1	NM_053357	Rn00584431_g1
Calb1	Calbindin 1	NM_031984	Rn00583140_m1
Cdkn1b	Cyclin-dependent kinase inhibitor 1B	NM_031762	Rn00582195_m1
Chka	Choline kinase alpha	NM_017127	Rn00567492_m1
Cited2	Cbp/p300-interacting transactivator, with Glu/Asp-rich carboxy-terminal domain, 2	NM_053698	Rn00586705_m1
Crk	v-crk sarcoma virus oncogene homolog	NM_019302	Rn00467066_m1
Dusp5	Dual specificity phosphatase 5	NM_133578	Rn00592122_m1
Dusp6	Dual specificity phosphatase 6	NM_053883	Rn00518185_m1
Fmr1	Fragile X mental retardation syndrome 1 homolog	NM_052804	Rn00709627_m1
Glud1	Glutamate dehydrogenase 1	NM_012570	Rn00561306_m1
Gria2	Glutamate receptor, ionotropic, AMPA2	NM_017261	Rn00568514_m1
Hif1a	Hypoxia inducible factor 1, alpha subunit	NM_024359	Rn00577560_m1
Myst2	MYST histone acetyltransferase 2	NM_181081	Rn00710321_m1
Npy	Neuropeptide Y	NM_012614	Hs00173470_m1
Npy5r	Neuropeptide Y receptor Y5	NM_012869	Rn02089867_s1
Slit2	Slit homolog 2	NM_022632	Rn00575268_m1
Rgs2	Regulator of G-protein signaling 2	NM_053453	Rn00584932_m1
Wasl	Wiskott-Aldrich syndrome-like (human)	NM_001034130	Rn01501132_m1

### Ontological, pathway, and network analysis

Ontological analysis used Gene Ontology (GO) categories to determine processes or functional categories that were differentially expressed, as described previously [32] using GeneSpring GX software. This analysis determined the number of genes in a category present on the array and the number of expression changes that would be part of that category by random chance given the number of differentially expressed genes. Ingenuity Pathway Analysis (Ingenuity Systems, Redwood City, CA) was used to create a network from RT-qPCR confirmed gene expression results from the rats described in this study.

### Statistical Analysis

Behavioral data were analyzed by t-tests at each time point of abstinence (1 d and 14 d). Goal-directed behavior was determined by subtracting inactive spout responses from active spout responses. RT-qPCR gene expression values were evaluated using t-tests between self-administering and yoked saline rats at each time point of abstinence (1 or 14 d). For both behavioral and gene expression data, levels of significance were determined with α set at 0.05. Correlational analyses were performed to determine whether a correlation between the goal-directed behavior or active spout responses during the extinction session and gene expression existed.

## Results

### Behavior

Rats were allowed to self-administer heroin during 14 days of daily drug access. The average daily heroin intake for the rats that experienced only 1 day of abstinence prior to extinction increased from 7.3 ± 0.5 infusions on day 1 to 12.0 ± 2.5 infusions on day 14 of self-administration. Average daily heroin intake for the group of rats that experienced 14 days of abstinence prior to extinction increased from 7.2 ± 0.6 infusions on day 1 to 10.1 ± 3.1 on day 14 of self-administration. When rats were reintroduced to the self-administration chambers following 1 d or 14 d of abstinence, incubation of active spout responses was observed (defined as a significant increase in responses on the active spout with the progression of time [21]. Goal-directed behavior also incubated in self-administering rats and increased from an average of 80.6 +/- 42.5 responses following 1 day of abstinence to an average of 302.6 +/- 45.9 responses following 14 days of abstinence (Figure 1). Goal-directed behavior after 14 days of abstinence was significantly higher in self-administering vs. yoked saline rats (p < 0.001). Additionally, 14 day abstinent heroin self-administering rats had higher goal-directed behavior than self-administering rats with only 1 day of abstinence (p < 0.01).

### Microarray analysis

Signals from 23,670 probes (of the > 41,000 total probes) were detected as being present on all of the arrays. 

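The arrays measured RNA of the medial prefrontal cortex, taken directly after a 90-minute extinction session that followed 14 days of self-administration in daily 3-hour sessions and 14 days of abstinence. The 11 arrays analysed here, 1 per rat, came from 6 heroin self-administering rats and 5 yoked saline rats, while the methods give 12 arrays with 6 in each group. The tissue block reached from 4.4 to 2.4 mm anterior of Bregma in the methods and from 4.2 to 2.2 mm in the sample records. Each array was a single-colour Agilent array on which Cy3-labelled cRNA binds to probes of 60 nucleotides, with 45018 spots and 41012 different non-control probes, 263 of which were spotted 10 times. The authors deposited the output of Feature Extraction (version 9.5.1.1 in the files), in which the background had been subtracted from each spot's signal intensity but the arrays had not been scaled to each other. From there the methods were followed. Signals below 5 were set to 5, each array was divided by its 50th percentile over all non-control probes, and log2 was taken. Control spots, and spots that the software marked as non-uniform or as outliers, were left out. The median signal ranged from 42.7 to 78.3 on the heroin arrays and from 58.0 to 83.2 on the saline arrays. The paper's text does not define when a probe was present, so a probe was called detected where the software scored it well above background. Between 28185 and 33209 probes were detected on the heroin arrays and between 30098 and 33835 on the saline arrays, and 25587 were detected on all 11. The authors' deposited table of normalized values holds 23670 probes, of which 23658 were among these 25587. Once each probe was centred, the values of that table and the scaled signals differed by a median of 0.00169 on the log2 scale. The 6 heroin and 5 saline arrays limit the precision of every comparison, and with these numbers the smallest p that an exact permutation test can give is 0.00216. The comparisons depended on the choice of scaling. With the 50th percentile of all probes, the median detected probe was 0.18 higher on the log2 scale in the heroin rats, against 0.01 higher after quantile normalization and a difference of -0.03 with scaling to the 75th percentile, so the change after quantile normalization is given beside the main value of the genes described individually.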

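Heroin self-administering and yoked saline rats were compared with limma, which moderates each probe's variance across all probes, two-sided and over 25555 probes. These were the probes detected on all arrays, less 32 that had a usable spot on fewer than 2 arrays of a group. An unadjusted p under 0.02 was found for 1858 probes, against an average of 511.1 if no probe differed. Probes are not independent, so this excess is not a count of true changes. Of the 1858, 694 also differed by at least 1.4-fold, 457 of them higher and 237 lower in the heroin rats. As many or more were past both thresholds in 8 of 100 divisions of the rats into groups of the same sizes, the real one included. The methods' t-test, run on the same values without assuming equal variances, put 308 probes past both thresholds, 216 of them higher, and all 308 were among the 694. After Benjamini-Hochberg adjustment no probe reached an adjusted p under 0.05 with limma, where the smallest adjusted p = 0.263, or with the methods' t-test. The unadjusted p was under 0.05 for 4723 probes with limma and for 4127 with the methods' t-test. After quantile normalization it was under 0.05 for 1971 probes with limma. The processing moved the number past both thresholds from 126, with the normexp background correction, to 2380, with each array weighted by its consistency. Array weighting was also the setting that gave 7862 probes at an adjusted p under 0.05, where every other setting gave 0 or 1. Leaving out a single rat changed the number past both thresholds to between 345, without saline replicate 2, and 2356, without saline replicate 5. The paper used its pair of thresholds in place of a correction for multiple tests, and reasons that such a combination gives gene lists with the fewest errors of type I and type II.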

Filtering the detected genes produced a list of 66 genes that were identified as being changed by at least 1.4 fold (at the p < 0.02 level of significance) relative to saline controls after 14 days of abstinence and a 90-minute extinction session. 

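Additional File 1 gives a probe and a fold change for each of 66 entries, and each probe was found on the arrays and was detected on all 11. The log2 change computed from the arrays had the paper's direction for all 66 and was between 0.995 and 1.005 times the log2 of the paper's fold change. All 66 were past both thresholds with limma, although each had an adjusted p = 0.263 over all probes tested. Adjusted over the list alone, all 66 had an adjusted p under 0.05 with limma, which is not independent evidence because the list was chosen on these arrays. The same limit holds for the exact permutation tests and the lack of overlap given for listed probes. Quantile normalization left 28 of the 66 past both thresholds, all 66 still with the paper's direction. The listed probes with the largest rises were those of Bdnf, Nr4a3 and Mmd, and those with the largest falls were of Slit2, LOC298346 and Pbef1. Mmd, probed on chromosome 10 of the rat genome build rn3 between positions 78694266 and 78695690, had a signal of 2.39 ± 0.82 array medians (SD, n = 6) in heroin rats and 1.35 ± 0.32 (SD, n = 5) in saline rats. This is a log2 change of 0.80 (standard error 0.20, exact permutation test, two-sided, p = 0.00433), or 0.71 after quantile normalization. Heroin replicate 6 stood far above the other heroin rats in Mmd. LOC298346, probed on chromosome X from 7260049 to 7260108, fell from 1.70 ± 0.40 array medians (SD, n = 5) in saline rats to 1.00 ± 0.25 (SD, n = 6) in heroin rats (exact permutation test, p = 0.0152). Its log2 change was -0.77 (standard error 0.19), or -0.84 after quantile normalization. Pbef1, probed on chromosome 6 from 51144334 to 51144393, had a log2 change of -0.69 (standard error 0.20, exact permutation test, p = 0.0216), or -0.79 after quantile normalization, but its other probe on the array changed by 0.22, or 0.01 after quantile normalization. The changes of Mmd, LOC298346 and Pbef1 were below 1.4-fold with the normexp background correction, at 0.45, -0.47 and -0.39 on the log2 scale.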

A full listing of differentially expressed genes is provided in Additional File 1.

### RT-qPCR Confirmation and Validation

RT-qPCR was performed to confirm expression levels of genes for which significant differences in expression were detected by microarrays. Genes were chosen for confirmation analyses based on their ontological classifications and probable involvement in drug use. Many genes examined belonged to ontological categories of nervous system development or behavior. For each gene examined, samples from self-administering and yoked saline rats from each of the abstinent period treatment groups (1 day and 14 days) were examined.

Table 1 depicts the 19 genes on which RT-qPCR was performed for this study. Additionally, Nr4a3 was detected by our arrays to be significantly increased and has been previously reported to be increased by another laboratory [33] and EGR1 was confirmed to be changed in our previous report of gene expression changes [22]. 

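The Nr4a3 probe that Additional File 1 lists first lies on chromosome 5 of rn3 from 64758249 to 64758308, and its signal was 23.4 ± 4.71 times the array median (SD, n = 6) in heroin self-administering rats and 13.3 ± 2.86 (SD, n = 5) in yoked saline rats. The log2 change was 0.81 (standard error 0.17) and every heroin rat lay above every saline rat (exact permutation test, two-sided, p = 0.00216, the smallest that these numbers of rats allow). Quantile normalization gave 0.56, and leaving out each rat in turn gave between 0.71 and 0.93. With all its probes averaged, Nr4a3 rose by 0.48 and was no longer past both thresholds. The second listed probe, on the same chromosome from 64759221 to 64759280, rose by 0.67 (standard error 0.14), or by 0.42 after quantile normalization, which is below 1.4-fold. Another probe of Nr4a3, not on the list, changed by -0.04. The Egr1 probe, on chromosome 18 from 27373819 to 27373878, gave 148 ± 18.7 array medians (SD, n = 6) in heroin rats and 94.4 ± 18.4 (SD, n = 5) in saline rats. Its log2 change was 0.66 (standard error 0.15), again with no overlap between the groups. After quantile normalization it was 0.41, and after scaling to the 75th percentile 0.44, both below 1.4-fold. Heroin replicate 6 stood far above the other heroin rats in Egr1, and the change with each rat left out in turn was between 0.57 and 0.75.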

Of the genes tested in the present study, 6 (*bdnf, calb1, dusp5, dusp6, npy, rgs2*) were validated by RT-qPCR to be changed at a significance level of at least α = 0.05. The other 13 genes listed in Table 1 were identified by the microarray to have significant differences in gene expression, but the RT-qPCR results did not validate expression differences for these genes. 

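On the arrays, all 13 genes were past both thresholds with limma, 11 of them higher in heroin self-administering rats, by 1.43- to 1.67-fold, and Slit2 and Wasl lower. The exact permutation test gave p between 0.00216 and 0.0195 for the 13, unadjusted, and in 5 of them the groups did not overlap. Chance gives this for 0.43% of genes, a share that is no reference for genes chosen on these arrays, as the 13 were. Heroin replicate 6 stood far above the other heroin rats in Cdkn1b, Hif1a and Npy5r. After quantile normalization 6 of the 13 were still past both thresholds, these being Cited2, Chka, Crk, Myst2, Slit2 and Wasl, and after scaling to the 75th percentile 3 were. Without saline replicate 2, 7 of the 13 remained past them, and without heroin replicate 6, 9 did. Cited2, probed on chromosome 1 of rn3 from 12723439 to 12723498, had the largest rise of the 13, from 3.22 ± 0.78 array medians (SD, n = 5) in yoked saline rats to 5.30 ± 0.92 (SD, n = 6) in heroin rats. Its log2 change of 0.74 (standard error 0.17) was 0.54 after quantile normalization, and it was past the thresholds under every alternative but the signal relative to Actb, which left it at 0.50. The other Cited2 probes changed by 0.18 and 0.60, but by -0.05 and 0.43 after quantile normalization, both below 1.4-fold. Slit2, whose probe the files place on chromosome 6 from 113771402 to 113771461, had a log2 change of -0.85 (standard error 0.22), or -0.90 after quantile normalization. Wasl, probed on chromosome 4 from 51180419 to 51180478, had a log2 change of -0.64 (standard error 0.16), or -0.62 after quantile normalization. Its other probes changed by 0.09 and -0.39, or by -0.13 and -0.37 after quantile normalization. With the usable probes of each gene averaged, 12 of the 19 genes of Table 1 were past both thresholds, against 18 in the main setting. Among the 13, the log2 change of Fmr1 was then 0.26 in place of 0.53 and that of Wasl -0.31. Those of Ctnnb1 (0.37) and Cdkn1b (0.35) were also below 1.4-fold. The other probe of Myst2 rose by 0.33, below 1.4-fold, and by 0.09 after quantile normalization.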

Reasons for why all 19 genes were not detected as changed by RT-qPCR include the fact that many of these genes are expressed near the levels of detection of the array platform. In addition, false positive results are common to arrays and account for the need to provide post-hoc confirmations.

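The level of detection of each array was taken as the lowest signal among its probes well above background, which was between 13.3 and 20.8. The 19 genes lay between 1.89 times that limit (Crk) and 341 times (Npy), with a median of 39.3. The 25555 probes tested had a median of 13.2. By mean signal, the 19 genes lay at percentiles from 1.52 to 94.8 of the detected probes, 3 of them below percentile 25 and 7 above percentile 75. The 6 genes that RT-qPCR found changed had a median of 149 times the limit and the other 13 a median of 16.1 times. Of those 13, Crk, Wasl (3.21 times), Myst2 (3.77 times), Slit2 (4.57 times) and Chka (5.52 times) lay nearest to it, while Glud1 (184 times), Gria2 (91.9 times) and Fmr1 (71.0 times) lay far above it. No test of the difference between the 6 and the 13 genes was made, since the genes were chosen by the study.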

Among the genes that were detected by the arrays to be significantly changed, and confirmed by RT-qPCR, were genes that are important for intracellular signaling (Figure 2A). 

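The array values of Dusp5, Dusp6 and Rgs2 come from 1 probe each, and no other probe carries these names. Dusp6, on chromosome 7 of rn3 from 36917125 to 36917184, gave a signal of 55.3 ± 7.86 array medians (SD, n = 6) in heroin self-administering rats and 36.4 ± 8.34 (SD, n = 5) in yoked saline rats. The difference of 0.63 on the log2 scale (standard error 0.17) came without overlap between the groups (exact permutation test, two-sided, p = 0.00216). Dusp5, on chromosome 1 from 259978481 to 259978540, gave 12.1 ± 2.09 (SD, n = 6) and 8.49 ± 1.65 (SD, n = 5), a log2 change of 0.51 (standard error 0.16, exact permutation test, p = 0.0195). Rgs2, on chromosome 13 from 57905038 to 57905097, gave 75.1 ± 17.3 (SD, n = 6) and 51.6 ± 8.45 (SD, n = 5), a log2 change of 0.53 (standard error 0.16, exact permutation test, p = 0.00433). As fold changes these are 1.54, 1.43 and 1.44, close to the threshold of 1.4. After quantile normalization the log2 changes of Dusp6, Dusp5 and Rgs2 were 0.38, 0.28 and 0.28, all below 1.4-fold. The call for Dusp5 was also lost when any of 4 rats was left out, and that for Rgs2 when heroin replicate 6, which lay far above the other heroin rats, or saline replicate 3 was.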

Dual specificity phosphatase 5 (*dusp5*) and dual specificity phosphatase 6 (*dusp6*) expression levels were both increased by 39% and 24%, respectively, after 14 days of abstinence, although only *dusp6 *expression levels were increased after only 1 day of abstinence. Regulator of G-protein signaling 2 (*rgs2*) expression was increased by 20% following 14 days of abstinence.

**Figure 2:**
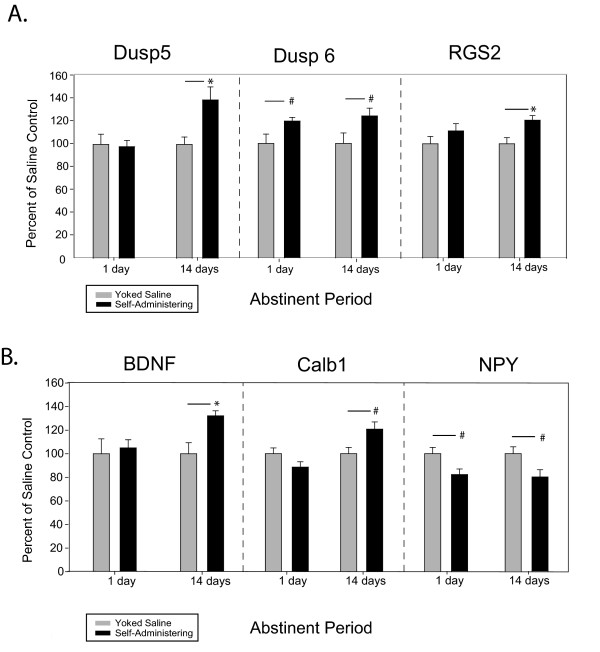
**A. Genes involved in regulation of intracellular signaling**. RT-qPCR confirmed gene expression changes in self-administering compared to yoked saline rats after 1 and 14 days of abstinence. B. Genes involved in neuronal adaptations to behavior. RT-qPCR confirmed gene expression changes in self-administering compared to yoked saline rats after 1 and 14 days of abstinence. In both panels, data represent means ± SEM. * p < 0.01, # p < 0.05.

Genes for additional intracellular molecules that each can be linked to physiological changes that occur following drug use were also confirmed to be significantly changed (Figure 2B). Brain-derived neurotrophic factor (*bdnf*) and calbindin 1 (*calb1*) both displayed increased expression levels, by 32% and 21%, respectively, relative to saline controls. Neuropeptide Y (*npy*) gene expression (tested because the array suggested that expression of one of its receptors - npy5r - was altered) was decreased by 18% at 1 day of abstinence and 20% at 14 days of abstinence.

### Ontological, pathway, and network analysis

Analysis of microarray gene expression data by gene ontology revealed 24 genes that are involved in developmental processes. Of these genes, 4 were confirmed to be changed by RT-qPCR: *bdnf, calb1, dusp6, egr1 *and one (*nr4a3*) has been previously reported by another group of researchers [33]. 

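Bdnf had the largest fold change of the listed probes. Its probe lies on sequence of chromosome 3 that rn3 leaves unplaced, from 979381 to 979440, and its signal was 7.16 ± 1.01 array medians (SD, n = 6) in heroin self-administering rats and 3.95 ± 1.18 (SD, n = 5) in yoked saline rats. The log2 change was 0.90 (standard error 0.19) and all 6 heroin rats lay above all 5 saline rats (exact permutation test, two-sided, p = 0.00216). It was 0.70 after quantile normalization and between 0.73 and 1.03 with each rat left out in turn, and the gene stayed past both thresholds under every alternative. Bdnf was chosen on these arrays, so its separation is not independent evidence, and its limma adjusted p was 0.263. Calb1, probed on chromosome 5 from 30479753 to 30479812, gave 37.9 ± 4.70 (SD, n = 6) and 26.7 ± 4.20 (SD, n = 5), a log2 change of 0.51 (standard error 0.14, exact permutation test, p = 0.00433). Quantile normalization brought the change of Calb1 to 0.26 and scaling to the 75th percentile to 0.29, both below 1.4-fold, and the mean of all its probes was 0.39 higher.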

A second ontological category of interest was behavior, and 17 genes from our list were included in this category. Among these genes were *egr1 *and *crybb1*.

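Crybb1, for which the files give no genome position, fell from 0.58 ± 0.11 array medians (SD, n = 5) in yoked saline rats to 0.40 ± 0.09 (SD, n = 6) in heroin self-administering rats. The log2 change was -0.56 (standard error 0.17, exact permutation test, two-sided, p = 0.0195), or -0.41 after quantile normalization, which is below 1.4-fold. Its mean signal was 1.80 times the lowest signal well above background, at percentile 0.92 of the detected probes. With the normexp background correction the log2 change of Crybb1 was -0.17, and without saline replicate 2 it was -0.48, just short of 1.4-fold.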

The Ingenuity network analysis revealed that many genes validated in this study, together with genes previously reported from these samples to be significantly changed, can be linked through a hypothetical network that is involved with behavior, nervous system development and function, and cellular development (Figure 3). The pathway depicted in this figure is based on known intermolecular relationships (but not necessarily direct physical interactions), although whether this entire network of interactions occurs *in vivo *remains to be elucidated. 

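The network of Figure 3 names 11 genes that have probes on the arrays, these being Arc, Bdnf, Calb1, Dusp5, Dusp6, Egr1, Egr2, Fos, Homer1, Nr4a3 and Rgs2. All 11 were higher in heroin self-administering rats, by 1.42- to 2.03-fold, and 10 of them were past both thresholds. The mean log2 signal over the 11 genes was 4.93 ± 0.10 (SD, n = 6) in heroin rats and 4.26 ± 0.31 (SD, n = 5) in yoked saline rats, and no saline rat reached the lowest heroin rat (exact permutation test, two-sided, p = 0.00216). The mean change was 0.67 on the log2 scale, 0.43 after quantile normalization and 0.45 with scaling to the 75th percentile, with all 11 genes higher under each. A rotation test of the set, limma's fry, gave a p of 4.75e-04, and the estimated-correlation form of camera gave 0.0230, but most of the genes had been picked on these arrays. Egr2, on chromosome 20 of rn3 from 21897740 to 21897799, had the largest change, from 8.22 ± 3.32 array medians (SD, n = 5) to 15.9 ± 3.85 (SD, n = 6), a log2 change of 1.02 (standard error 0.26, exact permutation test, p = 0.00866), or 0.78 after quantile normalization. Arc, on chromosome 7 from 112806255 to 112806314, rose by 0.70 (standard error 0.24, exact permutation test, p = 0.0152), but by 0.45 after quantile normalization and no longer past the thresholds, and the methods' t-test did not call it. Fos, on chromosome 6 from 109564555 to 109564614, was the gene not past the thresholds, with a log2 change of 0.58 (standard error 0.25, exact permutation test, p = 0.0866), or 0.34 after quantile normalization. Without saline replicate 2, whose Fos signal was the highest of all rats, the change was 0.83. With the slide as a block all 11 were past the thresholds.

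**Figure D1:**
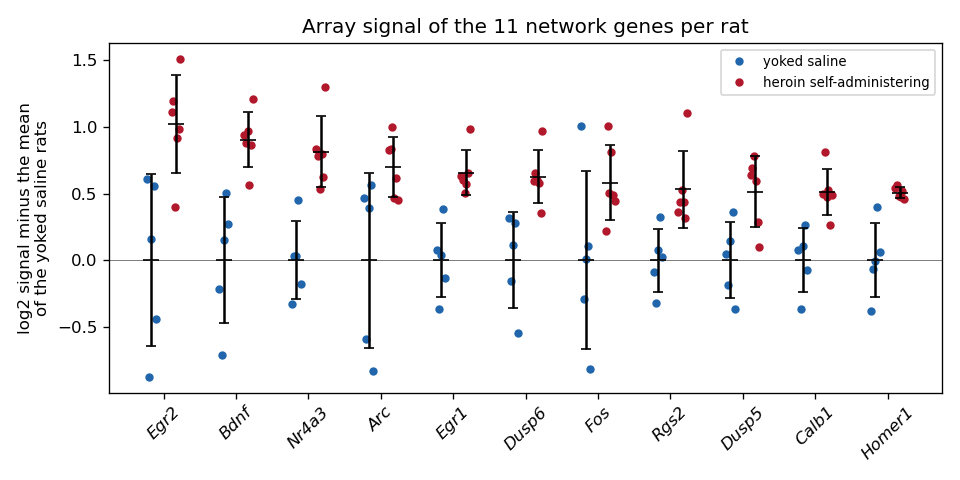
Signal of the 11 network genes in each rat, as log2 signal minus the mean of the yoked saline rats (vertical axis), for heroin self-administering rats (red points, n = 6) and yoked saline rats (blue points, n = 5). Horizontal marks are group means and bars are 1 SD, and the mean of the heroin rats lies above that of the saline rats in all 11 genes, from 0.51 for Homer1 to 1.02 for Egr2.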

All of the genes in this pathway were determined to be upregulated.

**Figure 3:**
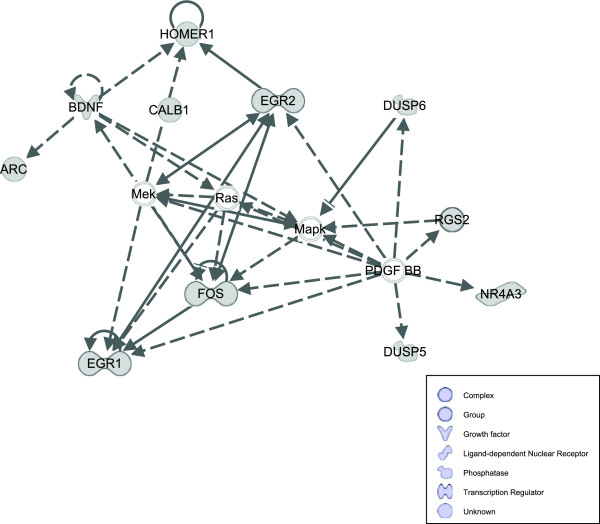
**Ingenuity pathway analysis**. Gene expression changes that have been confirmed function together in a network that is important for nervous system development. Direct relationships are indicated by solid lines while indirect relationships are indicated by dashed lines.

### Correlational Analyses

Behavioral data collected during extinction (goal-directed responses and active spout responses) was used in correlational analyses with gene expression data. Both Pearson's and Spearman's correlations were performed because of the small sample sizes that were not always normally distributed. When separate correlations were performed for data from each time point, Pearson's analyses identified a positive correlation between the number of active spout responses and *dusp5 *gene expression in rats that experienced 1 day of abstinence (p = 0.05; r = 0.70, data not shown). A significant negative correlation between *dusp5 *gene expression and inactive spout responses (p < 0.03; r = -0.78) was detected for rats that experienced 14 days of abstinence by a Spearman's analysis. Combining the data from both abstinent periods yielded 8 more significant correlations (Table 2).

**Table 2:** Correlational analysis results

	Pearson				Spearman			
	
	BDNF	Calb1	Dusp5	NPY	BDNF	Calb1	Dusp5	NPY
Active Spout Responses	0.58	0.10	0.37	-0.20	0.59	0.08	0.42	-0.18
	0.02*	0.73	0.18	0.49	0.02*	0.78	0.11	0.52

Goal-Directed Behavior	0.64	0.48	0.61	-0.55	0.65	0.53	0.48	-0.58
	0.01*	0.07	0.02*	0.03*	0.009*	0.04*	0.07	0.02*

Goal-directed response and active spout response data from extinction were correlated with RT-qPCR data. Eight significant correlations were detected (4 detected by Pearson's analysis and 4 detected by Spearman's analysis). The upper number in each block of the table is the correlation coefficient and the lower number in each block of the table is the P value.

## Discussion

This study provides the first report of whole genome analysis of mPFC gene expression in rats that have expressed behavioral incubation and expands our knowledge of gene expression changes that exist after abstinence and during the time of relapse liability. The approach of using a preliminary screen of the entire genome, followed by rigorous RT-qPCR confirmation of expression changes for genes likely to be involved in behavior or neuronal changes has yielded information on genes, such as *dusp5 *and *dusp6*, whose role in addiction is only now beginning to emerge.

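Among the 66 probes of Additional File 1, 52 were higher and 14 lower in heroin self-administering rats on the arrays. Of the 694 probes past both thresholds with limma, 65.9% were higher (exact binomial 95% interval 62.2 to 69.4, which treats probes as independent). This share depended on how the arrays were scaled to each other. It was 4.24%, or 33 of 779 probes, with scaling to the 75th percentile, 47.7%, or 218 of 457, after quantile normalization, and 96.8%, or 122 of 126, with the normexp background correction. Leaving out each rat in turn gave between 59.6% and 74.9%. The detected probes as a whole stood higher on the heroin arrays after the 50th percentile scaling, at a median of 1.86 ± 0.08 on the log2 scale (SD, n = 6) against 1.67 ± 0.17 on the saline arrays (SD, n = 5; exact permutation test, two-sided, p = 0.0411), and 78.7% of the detected probes were higher in the heroin rats.

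**Figure D2:**
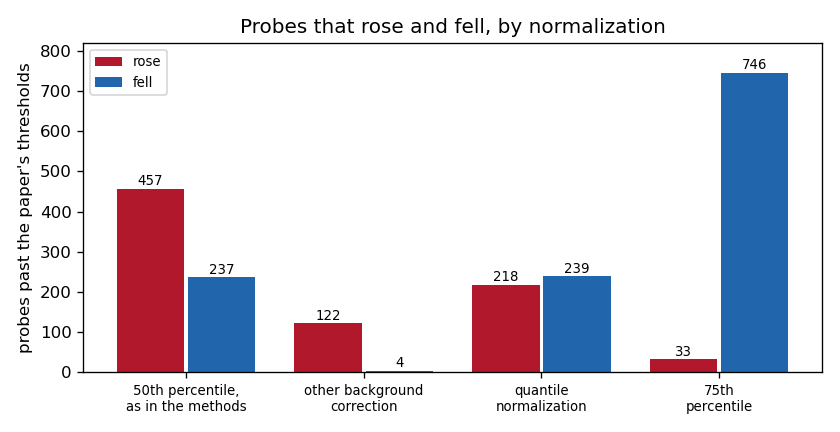
Number of probes past both thresholds (vertical axis) that rose (red bars) and fell (blue bars) in heroin self-administering rats against yoked saline rats, under 4 ways of correcting and scaling the arrays (horizontal axis). The bars for probes that rose are the higher with the methods' scaling (457 against 237) and with the other background correction (122 against 4), and the lower with quantile normalization (218 against 239) and the 75th percentile (33 against 746).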

The majority of genes that were significantly changed using the criteria reported in this paper (52 of 66 genes) had increased expression levels in heroin self-administering rats when compared to yoked saline following 14 days of enforced abstinence. Previously, increased gene expression has been found for opiate receptors in humans that died from an opiate overdose [34], as well as components of the cyclic AMP signaling system following opiate use [35]. The reasons for a disproportionate number of up-regulated versus down-regulated genes following abstinence from heroin self-administration remain to be determined. However, when gene expression nears the level of detection of the microarray platform (as many of these did), it is becomes more difficult to detect down-regulations.

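The 66 listed probes had a median signal at percentile 50.1 of the detected probes, and 95% of random lists of 66 detected probes had medians between 38.2 and 61.8. Of the 66, 17 were below percentile 25 and 17 above percentile 75. The 52 that rose had a median signal of 22.1 times the lowest signal well above background, at percentile 60.6, and the 14 that fell had a median of 3.76 times, at percentile 19.6, none of them above 13.2 times. The 694 probes past both thresholds were divided at the median signal of the detected probes. Of the 266 brighter ones, 265 rose, which is 99.6%, and of the 428 dimmer ones, 192 rose, which is 44.9% (Fisher's exact test over probes, which are not independent, p = 9.46e-64). After quantile normalization 15 of 28 brighter and 203 of 429 dimmer probes past the thresholds rose.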

For the genes identified, and confirmed in this study, there are several potential impacts on behavior. Phosphatase genes, such as *dusp5 *and *dusp6 *(MKP-3; MAP kinase phosphatase-3), encode proteins that have a direct impact on intracellular signaling. *Dusp5 *preferentially dephosphorylates ERK [36,37] and is intranuclear, while *dusp6 *is cytoplasmic [38]. MDMA (3,4-methylenedioxymethamphetamine) has been shown to increase expression of *dusp 1*, *dusp 5*, and *dusp 14 *genes [39], while methamphetamine treatment increases *dusp6 *gene expression in multiple brain regions [40]. Both *dusp5 *[41] and *dusp6 *[42] regulate mitogen-activated protein kinase (MAPK). Numerous studies have suggested MAPK involvement in neuroadaptations that occur following drug use [43-45]. Beyond being affected by mere drug exposure, MAPK molecules have also been shown to play a role in morphine tolerance [46] and to be activated following opiate withdrawal [47]. Interestingly, the MAPK pathway plays a central role in the relationships between genes that were reported as changed in this study and our previous study of gene expression (Figure 3; [22]).

Molecules that regulate G-protein coupled receptor (GPCR) signaling have been shown to be essential for reinstatement of heroin-seeking behavior [48]. The observed increase in *rgs2 *gene expression following 14 days of abstinence and contextual re-exposure may represent an intracellular signaling change that affects communication between receptors and transcription factors, ultimately affecting cellular and organismal physiology. A GPCR-regulating molecule (AGS3; Activator of G-protein signaling 3) was shown, through a gene knock-down approach, to be essential to activating protein kinase A (PKA) signaling and observing reinstatement of heroin-seeking [48].

The microarray analysis detected an NPY receptor, NPY5R, to be significantly increased after 14 days of abstinence. 

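The Npy5r probe, on chromosome 16 of rn3 from 24773050 to 24773109, gave a signal of 3.22 ± 0.84 array medians (SD, n = 6) in heroin self-administering rats and 2.17 ± 0.42 (SD, n = 5) in yoked saline rats. The log2 change was 0.56 (standard error 0.18), a fold change of 1.48, with no overlap between the groups (exact permutation test, two-sided, p = 0.00216). Heroin replicate 6 lay at 2.30 on the log2 scale and the other heroin rats between 1.44 and 1.60. Without that rat the log2 change of Npy5r was 0.43, and after quantile normalization of all arrays 0.42, both below 1.4-fold.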

While RT-qPCR for *npy5r *failed to replicate this change, the gene encoding *npy*, the ligand for this receptor, was tested by RT-qPCR and found to be changed. *npy *gene expression differed from most other genes examined because it was decreased in rats that had self-administered heroin, both after 1 and 14 days of abstinence. Although *npy *is a neurotransmitter most recognized for its role in regulating food intake [49], it has been hypothesized that *npy *may contribute to the negative motivational state of withdrawal [50]. Intracerebroventricular administration of *npy *has been found to block increased ethanol intake in rats [50,51], and overexpression of the *npy *gene, using intra-amygdalar infusions of a viral expression vector, diminished alcohol intake following longer periods of abstinence or repeated alcohol withdrawals [52]. In the present context, intraventricular injections of *npy *have been found to induce heroin-seeking behavior following extinction sessions [53], suggesting that the decrease in *npy *gene expression observed in the present study may be related to the extinction component of the behavioral testing.

The majority of genes on which RT-qPCR was performed displayed expression levels significantly different from saline controls only after 14 days of abstinence (*dusp5, rgs2, bdnf, calb1*). This suggests that these changes are attributable either solely to the extended drug abstinence or to the combination of extended abstinence and contextual re-exposure. It is documented that exposure to environments previously paired with drug administration can affect gene expression [54-56], so future studies will be required to discern whether the observed changes in gene expression after 14 days of abstinence resulted from contextual re-exposure, the pharmacological drug abstinence, or a combination. Correlational analyses detected that *bdnf *was significantly correlated with both goal-directed behavior and active spout responses (Table 2). This observation supports the proposed importance of *bdnf *to drug-seeking behavior [57]. While the study was not originally powered to conduct individual correlational analyses, the findings with *bdnf *suggest that future work may focus on individual behavior and gene expression.

Several genes whose expression was changed in this study have also displayed changed expression levels following several extinction sessions [33]. 

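Homer1, for which the files give no genome position, had a signal of 18.7 ± 0.53 array medians (SD, n = 6) in heroin self-administering rats and 13.3 ± 2.63 (SD, n = 5) in yoked saline rats. Its log2 change of 0.51 (standard error 0.13), a fold change of 1.42, came without overlap between the groups (exact permutation test, two-sided, p = 0.00216). The call was lost without saline replicate 2, at 0.41, and after quantile normalization, at 0.26. The other Homer1 probe, detected on all 11 arrays, rose by 0.76, and by 0.53 after quantile normalization, still above 1.4-fold. Arc, Homer1, Dusp1 (the gene of mkp-1), Fos, Egr1, Egr2 and Nr4a3 together had a mean log2 signal of 4.81 ± 0.11 (SD, n = 6) in heroin rats and 4.12 ± 0.39 (SD, n = 5) in saline rats. The difference of 0.70 had every heroin rat above every saline rat in this mean, and it was 0.45 after quantile normalization, with all 7 genes higher under both. All of these genes but Dusp1 also belong to the network of Figure 3, with the same probes, so the sets are not separate evidence. Homer1, Egr1 and Nr4a3 had been chosen on these arrays. Past both thresholds were 5 of the 7. Dusp1, probed on chromosome 10 from 16945391 to 16945710, was not, with a log2 change of 0.59 (standard error 0.29, exact permutation test, p = 0.126), 0.37 after quantile normalization and 0.89 without saline replicate 2. With the slide as a block all 7 were past both thresholds.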

In the mPFC, there was an increase in gene expression relative to controls for *arc*, *homer1a*, *ania-3*, *mkp-1*, *c-fos*, *egr1*, *egr2*, and *nr4a3*. *homer1*, *egr1*, and *nr4a3 *each were detected by the arrays to have increased expression values of at least 1.4-fold in the current study. The repeated extinction sessions in the Koya et al. study [33] are a major difference from our study that may contribute to the differences in gene expression observed between studies. Genes that were changed in both Koya's study, which included 14 extinction sessions, and the present study, which included 1 extinction session, are genes that apparently exhibit changed expression following a prolonged abstinence and maintain that change in expression regardless of the amount of environmental re-exposures.

The identities of the confirmed genes include not only transcription factors, but also genes for molecules involved in intracellular signaling and protein binding (Figure 3). This range of functions (transcription factors, receptors, ion channels) provides a reminder that drug use elicits changes in entire intracellular networks. The importance of changes in gene expression of certain proteins, such as *calb1 *or *dusp6*, to eliciting changed expression of genes encoding transcription factors, such as *egr1 *or *fos*, is an area for future investigation.

While this microarray analysis has illuminated genes whose expression is changed immediately following an extinction session, the gene expression profile that exists prior to extinction testing has not been examined in this study. A comparison between the gene expression profile following abstinence versus the gene expression profile following abstinence and extinction would address the question of what expression changes are specifically induced by the extinction behavior itself. The increased activity expressed after 14 days of abstinence may, in part, have been the cause, rather than the result, of observed gene expression changes. However, such changes would fall into the category of immediate early changes as the extinction testing was only 90 minutes in duration. The value of the present study is that it focuses on a time point at which the subjects have experienced contextual re-exposure, a key component for eliciting relapse. This study has produced data that are relevant not only for future studies involving heroin, but also for understanding the molecular underpinnings of incubation of drug-seeking.

## Conclusion

We have identified a group of genes whose expression is significantly changed following abstinence from heroin self-administration and incubation of heroin-seeking behavior. Confirmed genes are not limited to genes encoding transcription factors, but also encompass genes encoding molecules that are important for regulation of intracellular signaling. These regulatory molecules may be effective targets for drug interventions to prevent relapse.

## Authors' contributions

KLK performed behavioral procedures, data analysis, and drafted the manuscript. RMB performed the microarray experimental procedures. PSG contributed to the behavioral design. WMF contributed to the design and interpretation of the microarray experiment. KEV participated in the design and coordination of the study. All authors made contributions to the final manuscript.

## Supplementary Material

Additional file 1 **Changed genes on array**. The data provided are the complete list of 66 genes that were identified to have changed expression at the p < 0.02 level of significance. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

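Gene expression was measured in the medial prefrontal cortex of 6 heroin self-administering rats and 5 yoked saline rats on single-colour Agilent whole rat genome arrays, 1 array per rat. All rats had 14 days of abstinence before a 90-minute extinction session. The methods give 12 arrays, and no further saline array was among the values analysed here. These 11 arrays alone gave log2 changes of all 66 listed probes between 0.995 and 1.005 times the paper's. That argues against a further array behind the paper's listed fold changes. Groups and replicate numbers were taken from the sample records. The rats tested after 1 day of abstinence, the RT-qPCR values and the behavioral values were not analysed here.

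The authors hybridised 1.65 µg of Cy3-labelled cRNA per array, made from 500 ng of RNA, and deposited for each spot a signal intensity that Feature Extraction (version 9.5.1.1 per the file headers) had corrected for background and spatial trend, with no scaling between arrays. The authors also deposited a table of relative values, a ratio for each probe and rat around 1, which GeneSpring had made by setting intensities below 5 to 5, dividing each array by its 50th percentile and each gene by its median. Its 23670 probes equal in number those the paper counts as present. After each probe was centred, 99.95% of its log2 values differed by less than 0.02 from those computed from the deposited intensities.

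From the intensities, control spots and the 99 to 231 spots per array that the software marked as non-uniform or outlying were left out, values below 5 were set to 5, each array was divided by its 50th percentile over all non-control probes, and log2 was taken, in the order the methods give. The spots of a replicated probe were averaged. A probe was detected on an array where the software scored at least 0.5 of its spots as well above background. Tests covered the probes detected on all 11 arrays that had a usable spot on at least 2 arrays of each group. This last condition was chosen after the data were seen, because a model could not be fitted without it, and it removed 32 probes. The fold change is 2 to the power of the difference in mean log2 signal, and standard errors are limma's. Genome positions are those of the 60-nucleotide probes in build rn3 as the array files give them, and they are not transcript starts or ends. Which exon or untranslated region a probe lies in was not analysed here.

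Groups were compared with limma (lmFit and eBayes, version 3.58.1 in R 4.3.3), two-sided, with Benjamini-Hochberg adjustment over the 25555 tested probes, and by the paper's thresholds of an unadjusted p under 0.02 and a change of at least 1.4-fold. The paper's list of 66 probes was matched by probe identifier. Single genes were also tested by an exact permutation test over the 462 ways of dividing the 11 rats into groups of 6 and 5. Sets of genes were tested with limma's fry, a rotation test. The network set, the set of genes of an earlier study, a set of activity-regulated genes the paper does not name, and sets of marker genes for oligodendrocytes, astrocytes, microglia, endothelium, blood, interneurons and striatum were fixed before the data were examined. A gene of a set entered whether or not it was detected on all arrays.

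The genes described were fixed in the same way. They are the genes of Table 1, Nr4a3, Egr1, Homer1, Crybb1, Arc, Fos, Egr2, Dusp1 and Actb, the 3 largest rises and 3 largest falls of Additional File 1, and, among the probes past the thresholds that carry a gene name, the 5 that rose and the 5 that fell with the smallest limma p. Which of the array's names count as gene names was decided after the data were seen. A gene's probe is the one in Additional File 1, and otherwise the brightest one.

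Alternatives fixed before the data were examined were scaling to the 75th percentile, quantile normalization, the normexp background correction (offset 50) on the mean spot signal, scaling before the floor at 5, the authors' relative values, keeping the marked spots, 3 other detection filters (none, detection in 1 group, and positive and significant signal), the methods' t-test, eBayes with trend and robust options, array weights, the replicate number or the slide as a block, the fold change against the saline median, averaging the probes of a gene, camera in place of fry, and leaving out each rat in turn. Scaling to the detected probes, removal of deviations that depend on probe GC content (in 10 bins), restricting the methods' t-test to probes with RefSeq accessions, restricting the activity-regulated set to genes detected on all arrays, and the signal of the Table 1 genes relative to Actb, the control of the paper's RT-qPCR, were added after the data were seen. All arrays were scanned on 1 day, so the scan day was not fitted. The fits were tested on simulated data in which 200 of 25252 probes were changed by 1 on the log2 scale, with the numbers of rats of the heroin and saline comparison. At an adjusted p under 0.05, limma recovered 79.5% of them and the methods' t-test 43.5%. Noise was simulated independently for each probe, and a change of 1 is larger than that of any listed probe. These shares therefore do not give the recovery of changes of the listed probes' size. Where the probes of a gene were averaged, probes with a usable spot on fewer than 2 arrays of a group were left out, and other missing values were filled from the marked spots. The number of rats limits the precision, as no sequencing depth applies to arrays. Gene ontology and network analyses of the paper were not repeated.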

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

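The tests of heroin replicate 6 were chosen after its values were seen, as were the exact permutation tests of the activity-regulated genes and the restriction to those detected on all arrays. The fry test of all 19 was chosen before.

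In 92 groups of rats, each the heroin or the saline rats for 1 of the 40 probes described or for 1 of 6 measures of whole arrays, a gap between an extreme rat and its neighbour was larger than Dixon's 95% limit in 8. Chance gives about 4.6. Of the 8, 6 were the same rat, heroin replicate 6, which stood above the other heroin rats on the log2 scale in Cdkn1b (4.15 against 3.53 to 3.73), Hif1a (4.26 against 3.33 to 3.62), Npy5r (2.30 against 1.44 to 1.60), Rgs2 (6.78 against 5.99 to 6.20), Egr1 (7.53 against 7.04 to 7.19) and Mmd (2.01 against 0.86 to 1.24). The array of this rat had the lowest median signal of all, 42.7, the fewest detected probes, 28185, and the lowest limma array weight, 0.26. If its scale factor were the cause, all 6 genes would lose their gap once the arrays had the same distribution, but after quantile normalization 5 of the 6 still stood apart. With deviations that depend on probe GC content removed, 3 of the 6 did, so GC content may account for part of it and cannot be told apart from a change in these genes. A low signal on that array, and a rat that differed in expression, stay open and were not tested. Without this rat, the log2 change of Hif1a was 0.41, of Npy5r 0.43 and of Rgs2 0.42, each below 1.4-fold.

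The other 2 gaps were Mpped1_predicted in heroin replicate 3 (1.10 against 0.34 to 0.55) and the second listed probe of Nr4a3 in heroin replicate 4 (4.45 against 4.65 to 4.75). With 92 groups tested, single gaps of this size are within what chance gives, and no biological explanation was tested for them.

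The paper does not report on other genes that neuronal activity induces. Over 19 of them the mean log2 change was 0.32, with 16 higher in heroin rats, and limma's fry gave a p of 0.0210. The same mean per rat, 2.80 ± 0.17 in heroin rats and 2.48 ± 0.30 in saline rats (SD), gave p = 0.0541 in an exact permutation test, which does not pass 0.05, and after quantile normalization fry gave a p of 0.106 at a mean change of 0.18. The genes past both thresholds were Egr4, Klf10, Ptgs2 and Snf1lk, named after their values were seen, and Arl5b, Fosb and Npas4 were lower. Of the lower ones, Arl5b was well above background on 1 array and Npas4 on 7, so their values are near or below what the arrays detect. Over the 17 genes detected on all 11 arrays the mean change was 0.42, with 16 higher (exact permutation test, p = 0.0173; fry p of 0.0118), and after quantile normalization 0.25 with a fry p of 0.0577. The authors' relative values, which hold 16 of the 19, gave 0.40 with 15 higher and a fry p of 0.0187. A general rise of activity-regulated genes in the heroin rats may be present but cannot be told apart from the upward shift of the heroin arrays, since the set's call rests on the scaling.

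Outside Additional File 1, 628 probes were past the paper's thresholds with limma. As many probes past the thresholds as in the real groups, or more, were found in 8 of 100 divisions of the rats into groups of 6 and 5, the real one included, so chance cannot be excluded for the number as a whole. The median of the other divisions was 134 probes. Which of the 628 differ between the groups stays open.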

How the results depend on the processing

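The direction of all 66 listed probes and of the network and earlier-study sets was kept under every alternative run for them, and both sets kept an unadjusted p under 0.05, from fry or camera, under each. The network set holds every earlier-study gene but Dusp1, so these sets are not independent of each other. Averaging of probes was not run for the 66 as a list. With the estimated correlation, camera gave 0.0230 for the network set and 0.0254 for the earlier-study set. The mean change over the rats left out in turn was between 0.58 and 0.76 for the network set. The cause was not tested for any change below, except where a filter or a leave-out changes which probes or rats enter.

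The number of probes past both thresholds, 694, was 457 after quantile normalization, 126 with normexp, 1560 with no detection filter, 1067 with detection in 1 group, 1216 with positive and significant signal, 308 with the methods' t-test, 2380 with array weights and 178 with the methods' t-test on RefSeq accessions. It was between 345 (without saline replicate 2) and 2356 (without saline replicate 5) with 1 rat left out, and 394 without saline replicate 3. Of the 694, 314 were still past the thresholds after quantile normalization, 120 with normexp and 270 with the 75th percentile. At an adjusted p under 0.05, limma called 7862 probes with array weights, in which heroin replicate 6 had a weight of 0.26 and heroin replicate 1 one of 3.45. It called between 0 and 1 with a rat left out, the 1 without heroin replicate 6, and 0 under each other alternative.

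The share that rose among probes past both thresholds, 65.9%, moved to 4.24% (75th percentile), 47.7% (quantile), 6.22% (scaling to detected probes), 30.4% (no filter), 43.8% (detection in 1 group), 38.6% (positive and significant), 96.8% (normexp), 61.3% (GC content removed), 61.7% (probes averaged by gene name), 70.1% (the methods' t-test), 72.2% (array weights) and 72.5% (fold against the saline median), and to between 59.6% and 74.9% with a rat left out. The fall under the wider filters has its cause in the probes they add, of which most past the thresholds fell. Under every other alternative more probes rose than fell.

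Of the 66 listed probes, 22 were past both thresholds with the 75th percentile, 28 with quantile, 17 with normexp and 22 with scaling to detected probes, and between 47 and 65 with a rat left out. The median ratio of their log2 change to the paper's, 1.00, was 0.638, 0.713, 0.727 and 0.684 under the same settings. It was 1.000 with the authors' relative values, 0.999 with marked spots kept, 0.968 with GC content removed, 1.026 with the fold against the saline median, 1.004 with the replicate block, and 0.909 to 1.155 with a rat left out. Their median signal percentile, 50.1, was 68.9 among all probes with no filter, because dim probes enter the ranking. The authors' relative values hold no signal level, so this percentile was not taken from them. Of the 19 genes of Table 1, 18 were past both thresholds, but 4 with the 75th percentile, 7 with quantile, 7 with normexp, 4 with scaling to detected probes and 3 relative to Actb (Bdnf, Slit2 and Wasl).

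The mean change of the other activity-regulated genes, 0.32, was no longer past an unadjusted p of 0.05 at 0.10 (75th percentile), 0.18 (quantile), 0.13 (scaling to detected probes) and, with camera's estimated correlation, 0.32. It was between 0.23 and 0.41 with a rat left out, and not past it without heroin replicate 2 or saline replicate 6. Over its 17 genes detected on all arrays it was 0.42. After quantile normalization the sign reversed for the markers of oligodendrocytes (-0.059), astrocytes (-0.070), microglia (-6.05e-04) and blood (-0.10), none of them past a threshold in either setting. The change of Npy, 0.09, reversed to -0.12 (75th percentile), -0.16 (quantile), -0.10 (scaling to detected probes), -0.014 (GC content removed) and -0.14 (relative to Actb), and that of Actb, 0.23, to -0.0099 (quantile). For the 40 described probes no other sign reversed. After quantile normalization 17 of them were no longer past both thresholds, with the 75th percentile 18 and with normexp 22.

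Same-numbered heroin and saline rats lay on the same slide, so the replicate block and the slide block are 1 fit, over numbers 2 to 6. Deviations of same-numbered rats correlated at 0.38, -0.13, 0.35, 0.02 and -0.24 across probes, which are not independent, and they do not show that the numbers pair the rats. Neither the paper's text nor the sample records say whether a number marks a yoked pair. With the replicate block, 805 probes were past both thresholds, 61 of them listed, 67.0% rose and 0 had an adjusted p under 0.05 with limma. The block gave the network set an unadjusted p of 0.0149. With the slide as the block, Fos and Dusp1 were past both thresholds. The scan day was not run as a block. Scaling to detected probes, GC removal, the RefSeq restriction, the signal relative to Actb and the set's restriction to detected genes were chosen after seeing the data.

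Signal over background limits the dim probes. The lowest signal well above background lay between 13.3 and 20.8 per array, and falls of probes near it are bounded by it.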

Differences from the paper's values

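The paper lists 66 genes past its thresholds, and limma put 694 probes past them. None of the alternatives set before the data were examined came within 1.5 times the paper's number. They ranged from 126 with the normexp background correction to 2380 with array weights, with 308 for the methods' t-test and 538 when probes were averaged by gene name. The methods' t-test over probes with RefSeq accessions, an alternative chosen after seeing the values, gave 178, of which 64 were listed.

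The paper's number of genes that rose is 52, and 457 of the 694 probes rose. None of the alternatives set before the data were examined came within 1.5 times of it, the nearest being 33 with scaling to the 75th percentile and 122 with normexp. With scaling to the detected probes, which was chosen after seeing the values, 42 rose, but among 675 probes past the thresholds.

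The paper's RT-qPCR, another assay on 8 rats per group, gave smaller rises than the arrays for 5 genes and the opposite direction for another. For Rgs2 (20% in the paper, 44.5% on the arrays) and Dusp5 (39% in the paper, 42.7% on the arrays) the difference was less than 1 SD between the heroin rats, taken as a percentage of the saline mean, and for Bdnf, Calb1 and Dusp6 it was more. Except for values relative to Actb, the same SD is the limit wherever a value is said below to be within 1 SD of the paper's. Being within it does not make the values equal. For Bdnf the paper gives a rise of 32% and the array 87.2%, and the difference stayed above 1 SD under every alternative set before the data were examined. For Calb1 the paper gives 21% and the array 42.4%. Calb1 was within 1 SD of it with scaling to the 75th percentile (22.4%), quantile normalization (19.9%), normexp (36.1%), the fold against the saline median (36.3%), all its probes averaged (31.3%), and without heroin replicate 2 (36.6%) or saline replicate 3 (33.6%), and not under the others set before the data were examined. For Dusp6 the paper gives 24% and the array 54.4%. Dusp6 was within 1 SD of it with the 75th percentile (32.8%), quantile normalization (30.1%), the fold against the saline median (43.8%), and without saline replicate 6 (40.3%), and not under the others set before the data were examined. Scaling to the detected probes, chosen after seeing the values, also brought Calb1 (24.8%) and Dusp6 (35.3%) within 1 SD of the paper's values. For Npy the paper gives a decrease of 20% and the array a rise of 6.69%. The array also gave a decrease for Npy with quantile normalization (-10.5%) and with the 75th percentile (-8.26%), both within 1 SD of the paper's, and a rise under the other alternatives set before the data were examined. Scaling to the detected probes (-6.51%) and removal of GC-dependent deviations (-0.95%), both chosen after seeing the values, gave a decrease as well, the first of them within 1 SD of the paper's and the second not. The RT-qPCR values are relative to beta-actin and the array values to the array median. An alternative chosen after seeing the values was the signal relative to Actb on the same array. It gave 21.2% for Calb1, 31.4% for Dusp6, 59.3% for Bdnf, 23.0% for Rgs2, -9.20% for Npy and 21.5% for Dusp5. By the SD of the values relative to Actb, Dusp5 lay more than 1 SD below the paper's value and the others within 1 SD. By the SD used above, Dusp5 would lie within 1 SD and Bdnf outside it. The verdicts for Bdnf and Dusp5 therefore rest on the choice of SD.

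The paper states that all genes of its network were upregulated, and all 11 rose on the arrays, with Fos not past the thresholds. Fos was past them without saline replicate 2, with array weights and with the replicate block.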

Other observations

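The tests of scaling, of the detection filter and of the array position, and the separate reading of the bright probes, were chosen after the result they bear on was seen, and the GC correction itself was added after seeing the data. The other tests were chosen before, but that the shift of the added RNA controls had to pass an exact test was required only after its value was seen, and so was the reading that the share after quantile normalization does not support an explanation.

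More probes past the thresholds rose than fell. One hypothesis is that falls are harder to detect near the limit of the platform. Among the probes past the thresholds that were brighter than the median detected probe 99.6% rose, which argues against this explanation for the bright probes. That excess depended on the scaling, as 15 of 28 bright probes (53.6%) rose after quantile normalization and 14 of 26 (53.8%) with scaling to the 75th percentile. Among the dimmer ones 44.9% rose, after quantile normalization 47.3%, with the 75th percentile 2.52%, with the methods' t-test 51.6% (97 of 188) and with normexp 9 of only 11. These probes had to be detected on all arrays, which can itself remove falls. With no detection filter 30.4% of all probes past the thresholds rose (475 against 1085 that fell), with detection in 1 group 43.8% and with positive and significant signal 38.6%, and the added falls are those of dim probes, as 99.5% of the bright ones still rose with no filter. Falls lost near the limit may therefore account for the excess over all probes, but scaling to the median of all probes could give the same picture, and the 2 cannot be told apart. Removing deviations that depend on probe GC content left 61.3% rising, which argues against GC content as the whole cause. The share followed the scaling, at 47.7% after quantile normalization, 4.24% with the 75th percentile and 6.22% with scaling to the detected probes. A share near 50% is largely what quantile normalization imposes, and it would also remove a true rise of most transcripts, so the scaling and a biological rise in the heroin rats cannot be told apart.

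The detected probes were shifted upward by 0.19 on the log2 scale on the heroin arrays. If the scale factor were the cause, RNA controls added in fixed amounts would shift by as much. The 5 bright control probes shifted by 0.29, but with p = 0.188 in an exact permutation test this shift cannot be told apart from 0, nor from 0.19. On all 5 slides that held both groups, the saline array lay at position 3 and the heroin array at position 4, so position and group cannot be told apart.

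Other divisions of the rats were counted for 4 results. The number of probes past both thresholds was reached in 8 of 100 divisions into groups of 6 and 5, so chance is not excluded. No probe had an adjusted p under 0.05 in the real groups with limma, so each of the 100 divisions necessarily gave as many or more, up to 2742, and this count says nothing about chance. At an unadjusted p under 0.05 there were 4723 probes in the real groups, and 4127 with the methods' t-test. With array weights, over the 25252 probes with a value on every array, 8286 probes had an adjusted p under 0.05. This number was reached in 3 of 100 divisions, a share under 0.05 before any correction for the 4 results counted. The 100 were a sample of the possible divisions, so the share is itself an estimate. Another division reached 10024 probes, so chance stays open for this number. Array weights are the only setting of those run that gave more than 1 such probe. With the replicate block, 2 of the 16 exchanges of labels within slides gave as many probes as the 805, and 16 exchanges cannot give a share under 0.05.

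The hypothesis that a general rise of activity-regulated genes goes with those the paper names was tested on 19 other such genes. After quantile normalization their mean change was 0.18, with a p of 0.106 from limma's fry, and the network genes' 0.43. Whether the 2 sets differ was not tested.

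A different share of cell types or a shifted dissection could change many genes. None of the marker sets passed an adjusted p under 0.05 with limma's fry. The adjusted p was 0.838 for oligodendrocytes (9 genes, mean log2 change 0.13), 0.747 for astrocytes (7 genes, 0.13), 0.738 for microglia (8 genes, 0.18, all 8 higher), 0.838 for endothelium (6 genes, 0.09), 0.838 for blood (2 genes, 0.11), 0.261 for interneurons (8 genes, 0.26, all 8 higher) and 0.972 for striatum (8 genes, -0.04). After quantile normalization every adjusted p was 0.980, with 4 of the 8 microglia genes and 3 of the 8 interneuron genes higher. Small differences in share stay open. The cortex itself expresses the genes of most of these sets.

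Actb, the control of the paper's RT-qPCR, had a log2 change of 0.23 on the arrays (standard error 0.14, exact permutation test, p = 0.113), and -0.01 after quantile normalization. Npy, whose array value belongs to no statement about the arrays, gave 91.6 ± 13.6 array medians (SD, n = 6) in heroin rats and 86.7 ± 20.1 (SD, n = 5) in saline rats, a log2 change of 0.09 (standard error 0.16, exact permutation test, p = 0.571), and -0.16 after quantile normalization.

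Among all probes past the thresholds with a gene name, the smallest limma p values of rises were those of MGC108778 (log2 change 0.93), LOC680404 (0.95), Nr4a3, Mpped1_predicted (0.73) and the second Nr4a3 probe, and of falls Iqcg (-0.77), Hoxb3_predicted (-0.66), RGD1566251_predicted (-0.95), LOC500590 (-0.66) and Ton (-0.59). Each had an adjusted p of 0.263. The groups did not overlap for MGC108778, which lies on chromosome 10 from 78465950 to 78466009 and gave 7.32 ± 1.04 array medians (SD, n = 6) in heroin rats and 3.84 ± 0.68 (SD, n = 5) in saline rats (exact permutation test, p = 0.00216). Its change was 0.72 after quantile normalization, and it was past both thresholds under every alternative. After quantile normalization LOC680404 changed by 0.81 and Mpped1_predicted by 0.72. The falls were then -0.77 (Iqcg), -0.63 (Hoxb3_predicted), -0.86 (RGD1566251_predicted), -0.62 (LOC500590) and -0.46 (Ton), the last below 1.4-fold. The other probe of LOC680404 changed by 0.17, or by -0.07 after quantile normalization. The 5 falls were below 1.4-fold with normexp, as was Mpped1_predicted, and the other probe of Hoxb3_predicted was detected on none of the arrays. Apart from Nr4a3, none of these probes is on the paper's list.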
